A study of Mus musculus with 32 samples. Its data were reported in "3’Pool-seq: an optimized cost-efficient and scalable method of whole-transcriptome gene expression profiling" (2020).

How the data were processed

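Frontal cortex RNA of 3-month-old wild-type (WT) C57BL/6 mice and mice homozygous for the GFAP-IL6 transgene was profiled by 3'Pool-seq at 4 input amounts, 50, 10, 1 and 0.5 ng of total RNA per reverse transcription reaction. Each of the 8 combinations of genotype and input had 4 libraries, 32 in all. In 3'Pool-seq the reverse transcription primer carries a sample index next to an oligo-dT stretch, so that samples are pooled right after reverse transcription and then amplified, tagmented and sequenced from their 3' ends as a pool. Groups were taken from the genotype and the input amount in the sample labels.

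The table of counts was made by the authors, who demultiplexed the reads, trimmed poly(A) stretches, aligned single-end reads to the mouse genome with STAR and counted uniquely aligned reads per GENCODE gene with featureCounts. The deposited counts were whole numbers for 33000 genes, not normalized, with a separate column for each library. Whether the counting used the strand of the reads was not stated, so overlapping and adjoining genes on opposite strands were treated as uncertain. Genes with a close copy, such as C4b and the neighbouring chemokine genes Ccl8 and Ccl12, were treated as uncertain as well, because only uniquely aligned reads were counted. The authors' gene lengths were used only in a check for length bias. Every per-sample column was matched to a library, and 84 gene symbols occurred more than once, so genes were handled by identifier. Of the identifiers, 32593 matched the mouse name table. Coordinates are from the GENCODE annotation of GRCm38, which is the same build as the one the authors aligned to.

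Total counts ran from 261378 to 9840302 per library. CPM values were counts scaled to the same total in every library, without length correction. The smallest share a library could show was set at 3 counts of its total, which came to between 0.305 and 11.5 CPM. The libraries carried no molecular identifiers, so PCR reads are not independent molecules and these floors cover counting error only. Replicate libraries were compared for repeated deposits with a chi-square of their counts. The smallest chi-square per degree of freedom among the 48 pairs was 2.37, and at least 11104 genes differed in count in every pair, so each library counted as 1 replicate.

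A gene was detected in a library when its CPM was above 1. The number of detected genes was compared between adjacent input amounts with two-sided exact permutation tests over all 12870 arrangements of 8 against 8 libraries, with Benjamini-Hochberg adjustment over the 3 steps. Replicate correlation was Pearson's r of log2(CPM + 1) between libraries of the same group, over the same 13392 genes at every input, those with a mean CPM above 1 over all 32 libraries. Differential expression used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter and the quasi-likelihood test. For each input, the 4 GFAP-IL6 libraries were compared with the 4 WT libraries without covariates. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. Standard errors (SE) of log2 fold changes were worked out from the F statistic. The difference in genotype effect between inputs (interaction) and the input effect averaged over genotypes were tested in a single fit of all 32 libraries. Interaction genes were counted by the adjusted p-value alone, and input DEGs by both thresholds. The authors used DESeq2 for differential expression, and DESeq2 1.42.0 was run here as an alternative. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

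Replicate numbers 1 to 4 come from the sample titles and recur in every group. The labels do not state that libraries with the same genotype and number came from the same RNA. They were taken as a pair across input amounts, and fits with the number as a block were run beside those without it. WT and GFAP-IL6 libraries with the same number come from different animals. The genes named in the text were fixed by rule. They were a list of 10 genes (Il6, Gfap, Vim, Serpina3n, Lcn2, C3, C4b, Socs3, Stat3 and Aif1), the 10 DEGs at 50 ng with the largest log2 fold change whose GFAP-IL6 values all lay on the same side of the WT values, and the 3 genes with the largest rise and the 3 with the largest fall at 0.5 ng against 50 ng among those moving the same way in all 8 pairs. Genes named outside this rule are marked where they appear.

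Groups, tests, the naming rule and most alternatives were fixed before the data were examined. Those alternatives were DESeq2 size factors, the DESeq2 test, no filter on low counts, the replicate block, thinning every library to the lowest total, a common gene set, a single fit of all libraries, another pseudocount, other detection minimums and leaving out each replicate. Thinning to the lowest total of same-numbered libraries and limma 3.58.1 voom with input-specific weights were added after seeing the data, as was a test of totals with the replicate block.

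The fits were tested on simulated data drawn from the real means, totals and spreads, with 200 genes changed 4-fold. Over 5 simulations, edgeR recovered 98.0% of the changed genes it tested at 50 ng, 93.2% at 10 ng, 56.4% at 1 ng and 33.2% at 0.5 ng, with a mean of 4.4, 7, 4.2 and 2 false calls. The changed genes were drawn from those past the filter at that input. Those that failed the filter in the simulated counts were left out, so these shares are not of all 200. A simulation of all 32 libraries with a spread of its own at each input gave 200 genes an 8-fold genotype effect at 0.5 ng only. The single edgeR fit recovered 47.7% of them in the interaction, with a mean of 115.2 false calls. The voom fit recovered 25.2% with a mean of 3 false calls. With no changed gene, 20 further simulations gave a mean of 26.45 calls in the interaction with edgeR and 0.05 with voom. Synthetic spike-in RNAs were not analysed here.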

Results

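The experiment asked how little total RNA can enter reverse transcription in 3'Pool-seq before gene detection, reproducibility and the difference between genotypes are affected. GFAP-IL6 mice carry an interleukin 6 transgene under the promoter of Gfap, an astrocyte gene, and serve as a model of neuroinflammation. Frontal cortex libraries of 4 WT and 4 GFAP-IL6 replicates were made from 50, 10, 1 and 0.5 ng of total RNA, giving 32 libraries.

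The median total count was 3603629 at 50 ng (range 1071895 to 7538356, n = 8), 4463016 at 10 ng (1064514 to 9840302), 1457725 at 1 ng (261378 to 2800270) and 1428120 at 0.5 ng (295022 to 2722389). Totals at 1 ng were lower than at 10 ng by a two-sided exact permutation test (p = 0.00575), but not after Benjamini-Hochberg adjustment over the 11 depth comparisons (exact permutation test, adjusted p = 0.0632). With the replicate number as a block, a test added after seeing the data, totals at 1 ng were lower than at 10 ng in 8 of 8 same-numbered pairs by a mean difference of -3366838 counts (two-sided exact sign-flip permutation test, p = 0.0078125, the smallest possible, adjusted over 3 steps 0.0234). Totals at 10 ng were higher than at 50 ng in 7 of 8 pairs, by a mean of 1030912 counts (exact sign-flip permutation test, adjusted p = 0.0234, against 0.934 without the block). Within each input the genotypes did not differ in total (two-sided exact permutation tests, p from 0.714 to 0.857). In all 8 groups replicate 2 had the lowest total and replicate 4 the highest. In the replicate 2 libraries at 1 and 0.5 ng a single count was above 1 CPM, so detection there meant at least 1 count. Mitochondrial genes took 15.6% ± 2.33 of counts at 50 ng and 15.5% ± 2.70 at 0.5 ng (SD, n = 8).

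Sensitivity was compared as the number of genes above 1 CPM. The mean was 13252 ± 249 genes at 50 ng, 13125 ± 313 at 10 ng, 11161 ± 874 at 1 ng and 9985 ± 861 at 0.5 ng (SD, n = 8 libraries). From 50 to 10 ng the mean fell by 126.5 genes, which was within the spread between libraries (two-sided exact permutation test, p = 0.395, adjusted p = 0.395, lower in 7 of 8 same-numbered pairs). From 10 to 1 ng it fell by 1964.5 genes (exact permutation test, adjusted p = 0.000466, lower in 8 of 8 pairs), where the unadjusted p of 0.0001554 was the smallest this permutation test can give. From 1 to 0.5 ng it fell by 1175 genes (exact permutation test, p = 0.0183, adjusted p = 0.0275, lower in 8 of 8 pairs). With the replicate number as a block, exact sign-flip permutation tests gave adjusted p-values of 0.0156, 0.0117 and 0.0117 for the same differences. The deviations of same-numbered libraries at 50 and 10 ng from their group means correlated across genes at 0.126 in WT and 0.272 in GFAP-IL6. Counting genes with at least 1 count moved the first 2 differences most. The mean then changed by -569, -3339 and -1239.75 genes over the 3 steps (exact permutation tests, adjusted p = 0.228, 0.000466 and 0.0692, with 8 of 8 pairs lower at each). The last difference moved most with detection above 5 CPM, to -825.125 genes (exact permutation test, adjusted p = 0.0205, 8 of 8 pairs lower). After every library was thinned to the lowest total, the mean from 50 to 10 ng fell by 177.375 genes (exact permutation test, adjusted p = 0.0241, lower in 8 of 8 pairs).

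**Figure D1:**
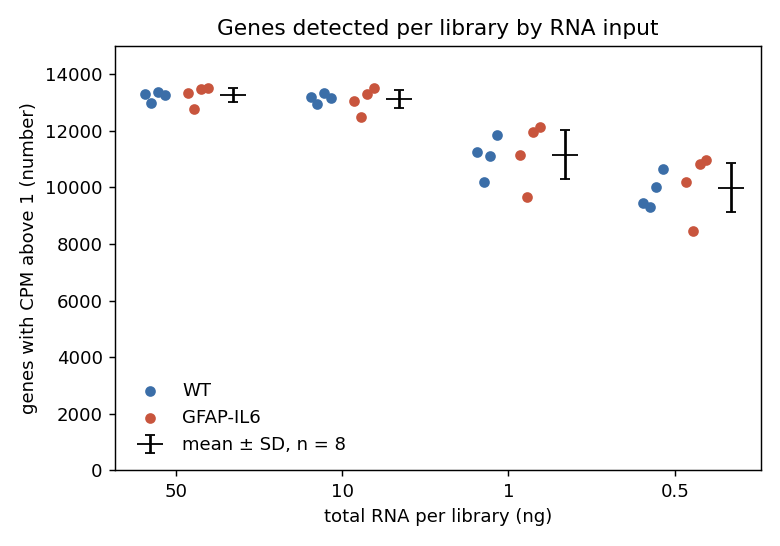
Number of genes above 1 CPM in each library (vertical axis) against total RNA per library in ng (horizontal axis), with WT and GFAP-IL6 libraries as separate colours and the mean ± SD of 8 libraries beside them. Libraries ranged from 12784 to 13502 genes at 50 ng and from 8463 to 10974 at 0.5 ng.

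Reproducibility was compared as Pearson's r between replicate libraries across 13392 genes, which are not independent replicates. The mean r over 12 pairs was 0.960 ± 0.0178 at 50 ng, 0.949 ± 0.0124 at 10 ng, 0.807 ± 0.0301 at 1 ng and 0.733 ± 0.0289 at 0.5 ng (SD over pairs). The ranges at 10 ng (0.928 to 0.967) and 1 ng (0.758 to 0.848) did not overlap, whereas those at 50 ng (0.927 to 0.982) and 10 ng did. The pairs share libraries, and no test was made of these values. The biological coefficient of variation estimated by edgeR was 0.214, 0.238, 0.519 and 0.767 from 50 to 0.5 ng. Without GFAP-IL6 replicate 4 it was 0.130 at 50 ng and 0.227 at 10 ng. Leaving out any other replicate gave 0.213 to 0.233 at 50 ng. After thinning to the lowest total it was 0.184 at 50 ng and 0.152 at 10 ng, so the order of these inputs varied with the setting. Thinning every library to the lowest total moved the mean r most at 50 and 10 ng, to 0.844 and 0.841. At 1 ng a pseudocount of 0.1 moved it most, to 0.729, and at 0.5 ng the use of all genes with at least 1 count, to 0.823.

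**Figure D2:**
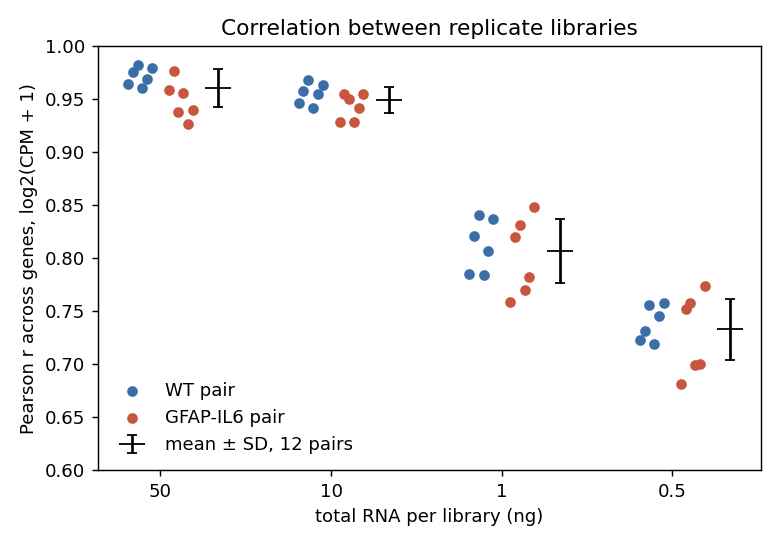
Pearson's r of log2(CPM + 1) across genes for each pair of replicate libraries (vertical axis, from 0.6 to 1) against total RNA per library in ng, with WT and GFAP-IL6 pairs as separate colours and the mean ± SD of 12 pairs. All pairs at 1 and 0.5 ng lay below all pairs at 50 and 10 ng.

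The transgene product was examined first as a check of the genotype labels. Il6 (ENSMUSG00000025746.9, GRCm38 chromosome 5, 30013114 to 30019981, plus strand, protein coding) had 17, 9, 22 and 4 counts in the GFAP-IL6 libraries at 50 ng and 1, 0, 0 and 1 in the WT libraries. This was 4.78 ± 3.15 CPM against 0.102 ± 0.132 CPM (SD, n = 4), with all 4 GFAP-IL6 libraries above all WT libraries (two-sided exact permutation test, p = 0.0286, the smallest possible with 4 against 4, and adjusted over the 10 listed genes, 0.0476). The WT libraries were all at or under the floor of 3 counts, so the level was at least 4.42-fold higher in GFAP-IL6. At 10 ng Il6 had 41, 2, 27 and 20 counts in GFAP-IL6 and 2, 0, 3 and 0 in WT. The mean level was at least 5.21-fold higher (4 of 4 libraries above all WT, two-sided exact permutation test, p = 0.0286, adjusted over the list 0.0571). GFAP-IL6 replicate 2 had 1.88 CPM from its 2 counts, under its floor of 2.82 CPM. The check by Il6 therefore cannot decide for that library, and its rank above WT rests on 2 counts. At 1 ng Il6 had 27, 0, 0 and 10 counts in GFAP-IL6 and 0, 0, 13 and 0 in WT. The check by Il6 therefore failed at 1 ng in replicate 3. The WT library had 10.4 CPM, above its floor of 2.41 CPM. The GFAP-IL6 library had 0 counts with a floor of 1.67 CPM, against 5.07 CPM at 50 ng. In these WT and GFAP-IL6 libraries Scgb3a1 was 7.23 and 86.4 CPM and Ctss 207 and 732 CPM, on the side of the labels. At 0.5 ng it had 0 counts in all 8 libraries. The floor there was 1.92, 10.2, 1.57 and 1.1 CPM in GFAP-IL6 replicates 1 to 4, against 4.92, 8.4, 5.07 and 0.717 CPM in the same-numbered libraries at 50 ng. In replicates 2 and 4 a level as at 50 ng was therefore not detectable at this depth. Whether the transgene transcript carries the 3' end that is counted for Il6 was not examined.

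Genotype comparisons were then made within each input. At 50 ng, 33 of 11773 tested genes were DEGs, all higher in GFAP-IL6, with log2 fold changes from 1.04 to 4.13. In 32 of the 33 all GFAP-IL6 values lay above all WT values. Chance separates 2.86% of genes in either direction in 4 against 4, but these genes were selected for their difference, so the count is a description and not a test. With the replicate number as a block there were 36 DEGs, and the deviations of same-numbered WT and GFAP-IL6 libraries correlated at 0.118. At 10 ng, 32 of 12043 genes were DEGs, 30 higher and 2 lower. At 1 ng there were 3 DEGs among 9276 genes, and at 0.5 ng 1 among 8571. Genes with an unadjusted p under 0.05 numbered 663, 901, 333 and 246 from 50 to 0.5 ng. A single fit of all 32 libraries changed the counts at 50, 10 and 0.5 ng by the largest factor, to 3, 4 and 616, while without the filter on low counts there were 80 at 50 ng. DESeq2 called 44, 47, 13 and 22.

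Of the named genes, Scgb3a1 (ENSMUSG00000064057.10, chromosome 11, 49663610 to 49665118) rose from 7.0 ± 1.31 CPM in WT to 82.7 ± 24.5 CPM in GFAP-IL6 at 50 ng (SD, n = 4), a log2 fold change of 3.52 ± 0.252 (SE, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 2.43e-08, 4 of 4 libraries above all WT). Ccl12 (ENSMUSG00000035352.3, chromosome 11, 82101845 to 82103400) rose from 10.2 ± 3.01 to 97.5 ± 35.6 CPM, a log2 fold change of 3.29 ± 0.285 (edgeR, Benjamini-Hochberg adjusted p = 4.98e-07, 4 of 4), and like Ccl8 is uncertain because related genes lie beside it. Gfap (ENSMUSG00000020932.12, chromosome 11, 102887336 to 102900912, minus strand) rose from 11.3 ± 2.46 to 53.2 ± 19.6 CPM, a log2 fold change of 2.20 ± 0.267 (edgeR, Benjamini-Hochberg adjusted p = 0.000113, 4 of 4). C4b (ENSMUSG00000073418.4, chromosome 17, 34728380 to 34743882) rose from 6.60 ± 2.29 to 42.6 ± 14.9 CPM, a log2 fold change of 2.66 ± 0.283 (edgeR, Benjamini-Hochberg adjusted p = 1.43e-05, 4 of 4), and is uncertain because it has a close copy. Fam187a (ENSMUSG00000075510.3, chromosome 11, 102885169 to 102886731, plus strand) had the largest log2 fold change, 4.13 ± 0.558 (edgeR, Benjamini-Hochberg adjusted p = 0.000508, 4 of 4), from only 7 counts in the WT libraries together. It lies 604 bases from the 3' end of Gfap on the other strand and shares 48 bases with Ccdc103, so its count is uncertain. The other genes named by the rule, Ccl8, Ptprc, Spint1, Tmem252, Cd72 and Itgam, rose by log2 fold changes of 2.81, 2.69, 2.66, 2.53, 2.48 and 2.26. Of these, Tmem252 and Cd72 lost significance in 7 of the 8 fits that left out a replicate, and Ccl8 and Spint1 in 5. Of the 10 listed genes, 6 had enough counts to be tested by edgeR at 50 ng. Gfap and C4b passed an adjusted p of 0.05 over all genes, and 3 genes passed it over the list alone, Aif1 being the addition with a log2 fold change of 0.94. Vim, Serpina3n and Stat3 changed by 0.42, 0.32 and 0.49 at 50 ng, within the spread between replicates. At 10, 1 and 0.5 ng, 3, 0 and 0 listed genes passed over all genes and 5, 2 and 1 over the list alone. The 5 at 10 ng included Serpina3n and Stat3, with log2 fold changes of 0.846 and 0.757. Their p-values were 0.0262 and 0.0117 over the list and 0.576 and 0.467 over all genes (edgeR, Benjamini-Hochberg adjusted). With exact permutation tests, the smallest possible p of 0.0286 passes the adjustment over the list only when at least 6 of the 10 genes reach it. At 50 ng 6 genes reached it, with all 4 GFAP-IL6 libraries above all WT and an exact adjusted p of 0.0476. At 10 ng 5 reached it (Il6, Gfap, C4b, Socs3 and Aif1, exact adjusted p = 0.0571), so none passed. In GFAP-IL6 replicate 2 at 10 ng, Il6 and Socs3 had only 2 and 1 counts, under the floor.

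**Figure D3:**
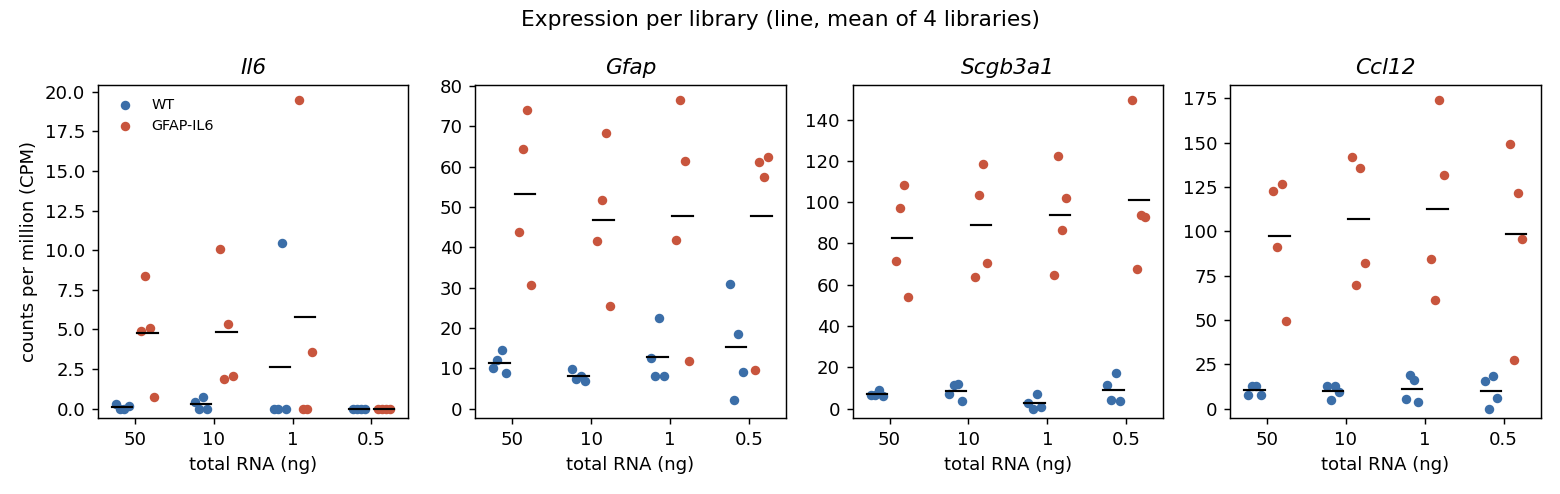
CPM per library (vertical axes, from 0) of Il6, Gfap, Scgb3a1 and Ccl12 against total RNA in ng, with WT and GFAP-IL6 as separate colours and a line at the mean of 4 libraries. Scgb3a1 stayed between 53.9 and 149 CPM in the GFAP-IL6 libraries and at or below 16.98 CPM in the WT libraries at every input.

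At lower inputs Gfap, C4b, Scgb3a1, Ccl12 and Ctss were higher in GFAP-IL6 at each amount, though not each passed the threshold. Gfap had log2 fold changes of 2.49 ± 0.281, 1.83 ± 0.634 and 1.59 ± 0.919 at 10, 1 and 0.5 ng (SE, edgeR, Benjamini-Hochberg adjusted p = 4.00e-07, 0.997 and 1.0, with 4, 3 and 3 of 4 libraries above all WT). Scgb3a1 had 3.47, 4.99 and 3.46 (edgeR, Benjamini-Hochberg adjusted p = 8.22e-11, 0.000288 and 0.308, 4 of 4 at each). Ccl12 had 3.35, 3.58 and 3.23 (edgeR, Benjamini-Hochberg adjusted p = 9.39e-12, 0.00236 and 0.689, 4 of 4 at each). C4b had at most 2 counts in each WT library at 1 ng and was not past the threshold there (edgeR, Benjamini-Hochberg adjusted p = 0.0697, 4 of 4). Against the floor of 3 counts it was 11.5-fold higher in GFAP-IL6 at 1 ng. Zeros were more frequent at 1 ng than read sampling predicts, so 11.5-fold is not a lower bound on the change in RNA. The C4b means in WT and GFAP-IL6 were 6.60 and 42.6 CPM at 50 ng, and 5.68 and 39.0 CPM at 10 ng. Ctss (ENSMUSG00000038642.8, chromosome 3, 95526786 to 95556403), the only DEG at 0.5 ng, was named after its values were seen. Its log2 fold change was 1.495 ± 0.225, 1.75 ± 0.145, 1.85 ± 0.192 and 1.99 ± 0.243 from 50 to 0.5 ng (edgeR, Benjamini-Hochberg adjusted p = 0.00126, 1.76e-10, 2.52e-05 and 0.00115, 4 of 4 at each). The DEGs at 1 ng were Scgb3a1, Ccl12 and Ctss.

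The agreement of effects between inputs was measured over the DEGs at 50 ng as the correlation of log2 fold changes across genes, which are not independent replicates. Pearson's r against 50 ng was 0.780 at 10 ng over 32 genes, 0.652 at 1 ng over 20 genes and 0.505 at 0.5 ng over 20 genes, with Spearman's rho of 0.748, 0.462 and 0.489. The direction was the same in 32 of 32, 20 of 20 and 19 of 20 genes. Without the filter on low counts it was the same in 79 of 80, 69 of 79 and 60 of 75. With DESeq2 it was the same in 44 of 44, 40 of 44 and 36 of 42. Over all genes tested at both inputs it was the same in 8133 of 11611, 5308 of 9268 and 4731 of 8560. The DEGs at 50 ng that were also called numbered 19 at 10 ng, 3 at 1 ng and 1 at 0.5 ng. The value moved most when all genes tested at both inputs were used, to 0.499, 0.231 and 0.148. With the replicate number as a block it was 0.750, 0.631 and 0.473, with 23, 6 and 1 DEGs called at both inputs. The deviations of same-numbered WT and GFAP-IL6 libraries correlated at 0.118 at 50 ng. The threshold at 50 ng selects large effects there, and the number of tested genes differs between inputs.

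**Figure D4:**
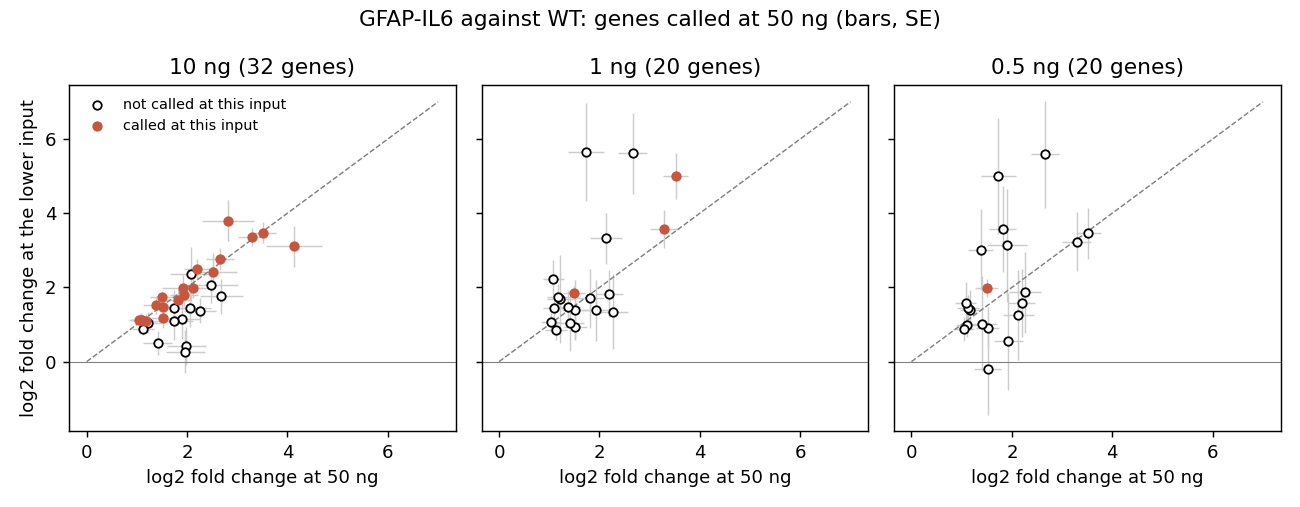
Log2 fold change of GFAP-IL6 against WT at 10, 1 and 0.5 ng (vertical axes) against that at 50 ng (horizontal axes) for the DEGs at 50 ng, with SE bars, filled points for genes also called at the lower input and a dashed line of equality. Bars lengthen at the lower inputs, where 3 and 1 of 20 genes were called, against 19 of 32 at 10 ng.

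Whether the genotype effect itself differed between inputs was tested as an interaction in 12164 genes. Against 50 ng, no gene passed at 10 ng (0 genes, 1 at an unadjusted p under 0.05) or at 1 ng (0 genes, 333 at an unadjusted p under 0.05), and 24 genes passed at 0.5 ng, 12 with a higher and 12 with a lower effect (edgeR, Benjamini-Hochberg adjustment). With the replicate number as a block the counts were 0, 0 and 4, with 2, 280 and 1096 genes at an unadjusted p under 0.05. Those at 0.5 ng were 4 with a higher and 0 with a lower effect. Deviations of same-numbered libraries of a genotype from their group means correlated at 0.126 and 0.272 between 50 and 10 ng in WT and GFAP-IL6, at 0.0508 and 0.0929 between 50 and 1 ng, and at 0.0414 and 0.0528 between 50 and 0.5 ng. DESeq2 moved the count at 0.5 ng most, to 244. The spread in this fit was shared by all inputs, although the spread estimated within inputs was larger at 1 and 0.5 ng. Its coefficient of variation was 0.526, against 0.214 and 0.238 within 50 and 10 ng. The fit could therefore hardly call a gene at 10 ng, and its 0 genes do not show equal effects. With voom and input-specific weights, added after seeing the data, 0 genes passed at 10 and 1 ng. There 135 and 524 genes had an unadjusted p under 0.05.

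The input effect averaged over genotypes was tested in the same fit. No gene differed between 10 and 50 ng by the DEG thresholds (0 genes, 65 at an unadjusted p under 0.05, a far smaller share of the 12164 genes than 0.05). By the adjusted p-value alone 0 genes passed in this fit, 6 with the replicate block and 32 with voom and input-specific weights (606 at an unadjusted p under 0.05), a fit chosen after seeing the data. At 1 ng 31 genes differed from 50 ng, 7 higher and 24 lower, and at 0.5 ng 528 differed, 36 higher and 492 lower. With the replicate number as a block the counts were 0, 37 and 641, with 116 genes at an unadjusted p under 0.05 at 10 ng. Deviations at 50 and 0.5 ng correlated at 0.0414 in WT and 0.0528 in GFAP-IL6. The count at 0.5 ng changed by the largest factor after thinning to the lowest total, to 81, and was 1037 without the filter on low counts. The 81 were 30 higher and 51 lower, from 6385 tested genes, so the excess of falls was much smaller in that setting. At 1 ng that thinning gave 7 higher and 9 lower. After thinning within same-numbered libraries the split at 0.5 ng was 31 higher and 263 lower. Of the 528 genes, 5 were higher and 263 lower in all 8 same-numbered pairs. The largest rises were in mmu-mir-703 (chromosome 5, 98475556 to 98475664), from 18.4 ± 3.45 to 53.1 ± 25.6 CPM (SD, n = 8, log2 fold change 1.55 ± 0.292, edgeR, Benjamini-Hochberg adjusted p = 0.000748, higher in 8 of 8 pairs), and in Zbtb33 and Zcchc14, with log2 fold changes of 1.34 and 1.33. The gene mmu-mir-703 is annotated as a miRNA of 109 bases, and which transcripts its reads came from was not examined. Its values at 10 ng, 25.8 to 35.7 CPM, already lay above those at 50 ng, 14.4 to 24.7 CPM. The largest falls were in Zfp882, RP23-105M18.2 and Fbxo30, which had 0 counts in all 8 libraries at 0.5 ng against 7.46 ± 3.06, 6.75 ± 3.43 and 6.49 ± 2.68 CPM at 50 ng. Against the floor, which covers counting error only, the counted shares of these genes were at least 2.19-fold, 1.98-fold and 1.91-fold lower. Zeros at 0.5 ng were more frequent than read sampling predicts, so these are not lower bounds on a change in RNA.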

Values the study reported

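For the input titration, the study reported that libraries made from 10 ng of RNA detected on average 13,125 genes. It gave a correlation between replicates above 0.96 at 10 ng, and a correlation of 0.781 between the log2 fold changes measured at 10 ng and at 50 ng.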

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

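The simulations of a shared spread and the regroupings of libraries below were chosen only after the results were seen.

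In 3 of 70 groups of 4 libraries, a library stood apart from the other 3 by more than the limit of Dixon's test, where chance alone gives 3.5. C4b was 10.02 CPM in WT 50 ng replicate 3, from 36 counts, against 5.27 to 5.81 CPM in the other WT libraries at that input. The same replicate had 5.30 CPM at 10 ng. Stat3 was 15.8 CPM in WT 50 ng replicate 2, from 21 counts, against 19.9 to 20.3 CPM in the others. Ptprc was 11.2 CPM in GFAP-IL6 50 ng replicate 2, from 12 counts, against 7.82 to 8.06 CPM in the others, and 15.97 CPM in the same replicate at 10 ng. The replicate 2 libraries had the lowest totals of their groups. The test took 4 values at a time and did not compare libraries across genes. Across 13392 genes, GFAP-IL6 50 ng replicate 4 correlated at 0.927 to 0.939 with the other 3 libraries of its group. Those 3 correlated at 0.956 to 0.976 with each other. The coefficient of variation at 50 ng was 0.214 with that replicate 4 library and 0.130 without it. No technical or biological explanation of these values was tested.

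The genotype effect differed between 0.5 ng and 50 ng in 24 genes of the single fit. The fit gives all inputs the same spread, although the coefficient of variation within inputs was 0.214 at 50 ng and 0.767 at 0.5 ng. Simulated libraries that had a spread of their own at each input, and 200 truly differing genes, gave a mean of 115.2 false calls in this comparison, but truly differing genes raise the number of false calls that pass, so this mean cannot be set against the 24. With no differing gene, 20 simulations gave a mean of 26.45 calls, from 0 to 53. The shared spread is therefore a candidate explanation, but other groupings of the real libraries in the same fit gave 1 to 12 genes, so it was not shown to account for all 24. With voom and input-specific weights, added after seeing the data, 0 genes passed (604 at an unadjusted p under 0.05), and with the replicate block 4 passed. The voom fit did recover 25.2% of the truly differing genes in the simulation, so it could have made calls.

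Of the 8 ways to exchange genotype labels between same-numbered WT and GFAP-IL6 libraries, counting each with its mirror, only the real grouping (1 of 8) gave as many as 24 genes, and the most in the others was 12. With 8 groupings that share cannot fall under 0.05, so this comparison alone cannot exclude a chance arrangement. For 10 and 1 ng against 50 ng, where 0 genes passed (1 and 333 at an unadjusted p under 0.05), all 8 of 8 groupings gave as many. Any grouping must give at least 0, so the regroupings cannot decide anything there. Abcg2, chosen after its values were seen, had the smallest adjusted p-value. It had 0 counts in all 4 WT libraries at 0.5 ng and 28, 9, 129 and 16 in the GFAP-IL6 libraries, against 27.2 ± 5.16 and 30.6 ± 6.89 CPM at 50 ng (SD, n = 4). The pattern cannot be separated from the shared spread, and no biological explanation was tested.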

How the results depend on the processing

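The tests on counts thinned to the lowest total of same-numbered libraries, the voom tests and the test of totals with the replicate block were chosen only after the results were seen. DESeq2 size factors in edgeR left every count of DEGs within 1.5 times of its value in the report, and no result reversed its direction in any setting.

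With the replicate block the difference in total became significant for 10 against 50 ng (1030912 counts, higher in 7 of 8 pairs) and for 1 against 10 ng (-3366838 counts, lower in 8 of 8 pairs), each with an exact adjusted p of 0.0234. Totals follow the replicate number, which the block removes.

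For genes detected, the fall from 10 to 1 ng kept its side of the threshold in every setting. From 50 to 10 ng the difference of -126.5 genes became significant with the replicate block (adjusted exact p = 0.0156; lower in 7 of 8 pairs) and the thinned difference of -177.375 genes did too (exact permutation test, adjusted p = 0.0241). From 1 to 0.5 ng it was -1239.75 genes with detection at 1 count or more, no longer significant (exact permutation test, adjusted p = 0.0692). Leaving out each library pair gave -1221 to -1089 genes for that step, with 4 of the 8 fits no longer significant. Over all alternatives the adjusted p-value ran from 0.0156 to 0.621 for the first step and from 0.0042 to 0.0743 for the last.

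Replicate correlation at 50, 10, 1 and 0.5 ng was 0.935, 0.910, 0.729 and 0.668 with a pseudocount of 0.1, and 0.844, 0.841, 0.762 and 0.701 after thinning to the lowest total. Over all genes with at least 1 count it was 0.969 at 10 ng, 0.879 at 1 ng and 0.823 at 0.5 ng. The order of the inputs was the same with the small pseudocount and after thinning.

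Genotype DEGs at 50, 10, 1 and 0.5 ng numbered 3, 4, 11 and 616 in a single fit of all 32 libraries. In simulations of such a fit, a mean of 877.4 unchanged genes were called at 0.5 ng with truly differing genes present and 788.3 without any, so its shared spread may account for the 616. Without the filter on low counts there were 80 at 50 ng, 9 at 1 ng and 4 at 0.5 ng. DESeq2 gave 13 at 1 ng and 22 at 0.5 ng, and a common gene set 7 at 1 ng. With the replicate block there were 6 at 1 ng, against 47 at 10 ng and 1 at 0.5 ng. Same-numbered WT and GFAP-IL6 libraries correlated at 0.0223 at 1 ng, 0.0686 at 10 ng and 0.00712 at 0.5 ng. Thinning to the lowest total left 7 at 50 ng and 11 at 10 ng, and thinning within same-numbered libraries left 16 and 20. Depth therefore limits the number of DEGs at the higher inputs. Leaving out each replicate gave 11 to 59 at 50 ng and 1 to 2 at 0.5 ng, with 23 to 35 at 10 ng and 2 to 4 at 1 ng. The 59 at 50 ng came without GFAP-IL6 replicate 4, where the coefficient of variation was 0.130. Leaving out any other replicate gave 11 to 23 at 50 ng. Apart from the effect of thinning and of the shared spread, the cause was not tested.

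The log2 fold change correlation with 50 ng was 0.678, 0.258 and 0.236 at 10, 1 and 0.5 ng with DESeq2, and 0.681 and 0.498 at 10 and 1 ng without the filter. It was 0.862, 0.820 and 0.609 after thinning to the lowest total, over only 7, 6 and 6 genes and with Spearman's rho of 0.429, 0.371 and 0.257, so these values do not show better agreement. It was 0.878, 0.777 and 0.667 over 16 genes after thinning within same-numbered libraries, with rho of 0.718, 0.688 and 0.624. Over genes called at 10 ng it was 0.925, while 3 and 1 genes were called at 1 and 0.5 ng, fewer than the 6 required here for a correlation. Over all genes it was 0.499, 0.231 and 0.148. Leaving out each replicate gave 0.749 to 0.891, 0.617 to 0.875 and 0.453 to 0.611. DEGs shared with 50 ng numbered 11 at 1 ng and 5 at 0.5 ng with DESeq2, 33, 9 and 4 at 10, 1 and 0.5 ng without the filter, 6 at 1 ng with the replicate block and 7 at 10 ng after thinning to the lowest total. Leaving out each replicate gave 10 to 27 at 10 ng and 1 to 2 at 0.5 ng. The cause was not tested.

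Interaction genes against 50 ng numbered 10 at 1 ng and 244 at 0.5 ng with DESeq2, 1 and 52 without the filter, and 4 at 0.5 ng with the replicate block. At 0.5 ng there were 0 after thinning to the lowest total (399 at an unadjusted p under 0.05) and 0 with voom (604 at an unadjusted p under 0.05), but 17 after thinning within same-numbered libraries. Leaving out each replicate gave 3 to 27. Input DEGs at 1 and 0.5 ng numbered 86 and 911 with DESeq2, 16 and 81 after thinning to the lowest total, 17 and 294 after thinning within same-numbered libraries, and 101 and 280 with voom, with 1037 at 0.5 ng without the filter. The cause was not tested, except that fewer counts gave fewer calls.

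Among the log2 fold changes of named genes between genotypes, 10 values gained significance and 126 kept their side of the threshold in other settings, and 26 lost and 2 gained it when a replicate was left out. Tmem252 and Cd72 each lost it in 7 of the 8 fits that left out a replicate, Ccl8 and Spint1 each in 5, Ptprc in 1 and Ccl12 at 1 ng in 1. In the input contrast only Zbtb33 among the named genes lost significance, in 3 other settings and in 4 of the 8 fits that left out a replicate. Alternatives on spike-in correlation were not run, because spike-ins were not analysed here.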

Other observations

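The tests of GC content, gene length, library numbers, Fam187a and regroupings of libraries were chosen only after the results were seen, and those of depth, zero counts and summed expression were written down before their values were known, though the fall of weakly expressed genes had been seen by then.

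The fall in detected genes from 10 to 1 ng could come from the lower totals at 1 ng. When same-numbered libraries were thinned to equal totals, 84.3% of the difference remained. With every library thinned to the lowest total, where 1 count is above 1 CPM, the difference was -1305 genes. By at least 1 count without thinning it was -3339 genes, so how much of the difference went with depth varied with the definition of a detected gene. Loss of molecules before amplification was tested by counting zeros where reads alone predict almost none. Among genes with at least 10 expected counts, 7.19% ± 1.95 of values were 0 at 0.5 ng (SD, n = 8), against 2.04% ± 0.940 at 1 ng, 0.204% ± 0.112 at 10 ng and 0.0210% ± 0.0171 at 50 ng. Read sampling predicts 0.000138% at 0.5 ng. This is consistent with too few molecules entering amplification, as a hypothesis.

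In the main fit most genes that changed with input fell at 0.5 ng. After thinning to the lowest total the calls were 30 higher and 51 lower, from 6385 tested genes, so the excess of falls depended on the setting. In the main fit 258 of the 492 lower calls were among the 2433 genes with the lowest level at 10 ng. These were 1 of 5 equal parts of the tested genes. In that part the summed CPM at 0.5 ng was 1.05 ± 0.0639 of that at 50 ng (SD, 8 pairs), while the ratio of the median values was 0.0480. A fall in most weak genes with no fall in their sum may reflect chance sampling of few molecules rather than selective loss of weak transcripts. Spearman's rho across genes between the log2 fold change at 0.5 ng and GC content was -0.0343, and with gene length -0.0251. Both were too small for a steady trend across all tested genes to account for the fall. GC content and length were not examined within the falling genes alone, so an effect limited to them was not tested. GC content was known for 99.8% of the genes. Because no molecules were counted, the sampling explanation remains a hypothesis.

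Regroupings of libraries were counted for each comparison. For genotype, only the real grouping among the 8 that part all same-numbered pairs gave as many DEGs, 1 of 8 at each input. The most in the other groupings of this kind was 1, 1, 0 and 0 DEGs from 50 to 0.5 ng. The other 27 groupings, which keep some same-numbered pairs together, gave at most 0, 2, 1 and 0. With 8 groupings the share cannot fall under 0.05, so this comparison alone cannot exclude a chance arrangement, although no other grouping of either kind gave as many at any input. For input, 25 regroupings within same-numbered pairs were drawn, the real one included. All 25 of 25 gave at least the 0 genes found between 10 and 50 ng (65 at an unadjusted p under 0.05). Any regrouping must give at least 0, so the comparison cannot decide anything for that step. Only the real one (1 of 25) gave as many as 31 genes at 1 ng or 528 at 0.5 ng, and the most in the others was 2 and 108.

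Same-numbered WT and GFAP-IL6 libraries, which come from different animals, resembled each other in total count, Yam1 and mt-Rnr2. Across 13392 genes they resembled each other little. Their deviations from the group means correlated at 0.118, 0.0686, 0.0223 and 0.00712 from 50 to 0.5 ng. Yam1 (chromosome 17, 39846958 to 39848788, a lincRNA) was highest in replicate 4 in all 8 groups, and mt-Rnr2, a mitochondrial ribosomal RNA, was lowest in replicate 3 in all 8. Yam1 averaged 7746 ± 274 CPM in WT replicate 4 and 19780 ± 10729 CPM in GFAP-IL6 replicate 4 over the 4 inputs (SD). All 1831 bases of Yam1 lie on a ribosomal RNA gene on the other strand. Handling or an index shared by same-numbered libraries was tested by matching the WT and GFAP-IL6 numbers in all 24 ways. As high a correlation as the real matching was given by 1 of the 24 matchings for Yam1, 2 for total count and 3 for mt-Rnr2. Yam1 and mt-Rnr2 were picked because same-numbered libraries were alike in them, so for both the matching partly restates that choice and shows little. With 4 numbers only the best of the 24 matchings can pass, so the test has little power. A shared technical factor was neither shown nor ruled out for Yam1, for totals, whose correlation was 0.975, or for mt-Rnr2, with 0.927. Which factor it would be, and whether animals were matched by number, was not tested.

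Fam187a adjoins Gfap, and a candidate explanation of its rise is that reads from the 3' end of Gfap were counted there. The ratio of Fam187a to Gfap counts at 50 ng was 4.60 times higher in GFAP-IL6 than in WT, from 18.8 against 4.09 Fam187a counts per 100 Gfap counts, where a fixed share of Gfap reads would give the same ratio. It was also higher in GFAP-IL6 at 10 ng, with 26.4 against 14.9, and at 1 ng, with 29.4 against 2.86, and lower at 0.5 ng, with 6.07 against 20.9. An equal ratio in both genotypes was thus not seen at any of the 4 inputs. The WT values rest on 7, 22, 2 and 18 Fam187a counts from 50 to 0.5 ng, and read positions were not examined, so the explanation was not excluded. Ccdc103, which overlaps Fam187a, had 4.78 ± 2.04 CPM in WT and 3.78 ± 2.03 CPM in GFAP-IL6 at 50 ng (SD, n = 4).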
